A study of Drosophila melanogaster with 90 samples.

How the data were processed

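Heads of female Drosophila melanogaster were profiled by bulk RNA sequencing in 3 treatments: virgin females, females mated to males lacking Sex Peptide, and females mated to wildtype males. Sex Peptide is a seminal fluid peptide that males transfer to females at mating. Each treatment was sampled at 10 time points after mating, from 0.5 to 24 h, with virgins frozen in parallel, and the labels give 3 repeats of the whole series, A, B and C. Per the labels' protocols, females mated within a morning window were flash frozen at their time point, heads were dislodged and collected, RNA was extracted, and stranded libraries were made from poly(A)-selected RNA. The aligner, the counting program, the genome build, the annotation and any filter on genes are not given in the sources used here.

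The authors deposited raw read counts per gene and raw read counts per exon bin, with 1 column per library. Of 90 samples, 87 had a column and were analysed. The 3 samples not analysed here were repeat C of wildtype-mated females at 2 h and at 3 h and repeat C of virgins at 6 h, so these 3 groups had 2 libraries and the other 27 groups had 3. Each column was matched to its sample by the treatment, time and repeat in its header name. The gene table held 9027 genes, and every one reached at least 10 counts in some library, so genes with low counts had been removed before deposit. Of the gene identifiers, 8977 (99.45%) matched a symbol in the reference name table and 50 did not. The exon table held 16011 bins of 4143 genes and carried from 10.28% to 14.49% of the gene table's counts, so it covered part of the bins of part of the genes.

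The design written before the data were examined named the exon table, summed per gene, for the tests. Because that table proved to hold only part of the genes and reads, the gene table was tested instead, and the exon sums became the alternative. This exchange was made on the structure of the tables, before any test. Total counts per library ran from 15411046 to 103387056. The deepest library was repeat A of wildtype-mated females at 24 h. These totals limit counting error only, and most of the error reported below came from differences between repeats. No pair of libraries within a group differed by as little as sampling noise, with a lowest chi-square per degree of freedom of 6.68, so no library was treated as a duplicate.

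Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr on the 30 groups (minimum count 10, minimum total 15), which left 9024 genes, and libraries were scaled by TMM. One quasi-likelihood model with a mean per group was fitted to all 87 libraries with robust dispersion estimates, so that all groups shared one estimate of the spread. An F test of the 10 time-point contrasts together (the omnibus test) asked for each pair of treatments whether a gene differed at any time point. A second F test asked whether the difference changed with time, and another whether expression changed with time in virgins. Single time points were tested as contrasts of the same fit. P values were adjusted by the Benjamini-Hochberg method within each test, and genes with an adjusted p under 0.05 are called. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of F. Expression is given as TMM log2 CPM (counts scaled to a common library size) with a prior count of 2.

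Genes to be named were fixed by a rule written before the data were examined. For each pair of treatments these were up to 3 genes higher and up to 3 lower, by the largest log2 fold change at any one time point. They had to be called in the omnibus test and at that time point, to have 3 libraries of one group above 3 of the other, and to have a mean of at least 1 log2 CPM. A pair of treatments could therefore name no gene at a time point where one of its groups had 2 libraries. For time in virgins the 3 genes with the smallest p were named. Lists of 8 core clock genes, 14 antimicrobial peptide genes, 3 yolk protein genes and the Sex Peptide receptor gene SPR were also fixed in advance. The Sex Peptide gene itself and the lists of eggshell, male reproductive tract and midgut marker genes were not analysed here. Overlaps between named genes and other genes were looked up in the reference annotation, and no coordinates are given because the authors' build is not known.

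The repeat letters pair the samples, since the study description says that the whole series was repeated. Libraries with the same letter deviated from their group means with correlations from -0.229 to 0.335 (median 0.0784), and 36 of 84 such pairs exceeded 0.1. The model was therefore also fitted with the repeat as a block. The other alternatives fixed in advance were median-of-ratios (RLE) size factors, DESeq2 1.42.0, no filter on low counts, the exon sums, each repeat left out in turn, a separate fit of the libraries of each single time point, and adjustment over all 30 contrasts together. Chosen after seeing the data were exon-bin usage and fits with a library score as a covariate. The score is the mean log2 CPM of abundant genes (mean above 5 log2 CPM) that were low in repeat C of SP-null-mated females at 4 h relative to repeats A and B, with a threshold of -0.6 (48 genes, the narrow list) or -0.5 (88 genes, the wide list). The score is itself low in repeats A and C of wildtype-mated females at 24 h and near its overall mean in repeat B, so this fit also removes any mating effect that runs along it.

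The tests were checked on counts simulated from the real means and library sizes. In wildtype-mated females 200 genes were changed at every time point and 200 others at 24 h alone. The omnibus test of wildtype-mated against virgin females recovered 99.5% of the first 200 among 9024 genes, and 4.11% of its calls were unchanged genes. Its recovery of the genes changed at 24 h alone is not given here. The F test for a change with time recovered 85% of those genes. For the single contrast at 24 h, 95.8% of 400 changed genes were recovered and 4.01% of calls were unchanged. All these simulated changes were at least 1.5-fold. In the data, 467 of the 2638 genes called between wildtype-mated and virgin females at 24 h exceeded 1.5-fold. The recovery rates therefore do not cover changes of the size of most of those calls. At 2 h, with a group of 2 libraries, 90.5% of 200 changed genes were recovered and 6.22% of calls were unchanged. For the comparison of the responses to both kinds of male, all libraries were redrawn 20 times from the virgin means of their time point, virgins included, so that the error of the shared virgins entered both comparisons. Genes were drawn independently of each other, and the simulated libraries varied alike in every group. These rates and simulated ranges therefore do not cover deviations of whole libraries or a group that is more variable than the rest.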

Results

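The 87 libraries covered 3 treatments at 10 time points, with 3 libraries in 27 groups and 2 in the other 3 groups. Total counts ranged from 15411046 to 103387056 per library. In a principal component analysis of all libraries, the first component held 16% of the variance and time point accounted for 0.954 of its sum of squares. The second component held 10.4%, of which treatment accounted for 0.353. Its lowest scores were -33.71 and -23.79, in repeats C and A of wildtype-mated females at 24 h, with -10.55 in repeat B. The share of treatment may therefore rest in part on these libraries.

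Virgin females were sampled in parallel so that changes with the time of day could be told from changes after mating. In virgins alone, 2617 of 9024 genes (29%) changed with time. The exon sums moved the count most, to 393 of 3703 genes, and without repeat B it was 1033. The genes with the smallest p were Clk (FBgn0023076), cry (FBgn0025680) and t (FBgn0086367). Clk was highest at 24 h, at 5.53 ± 0.0993 log2 CPM (SD, n = 3), and lowest at 12 h, at 3.20 ± 0.112 (SD, n = 3; adjusted p 5.68e-27). Expression of cry was highest at 1 h, at 7.76 ± 0.0964 log2 CPM (SD, n = 3), and lowest at 12 h, at 6.32 ± 0.0866 (SD, n = 3; adjusted p 5e-24). Expression of t was highest at 24 h, at 8.93 ± 0.0764 log2 CPM (SD, n = 3), and lowest at 8 h, at 7.86 ± 0.0747 (SD, n = 3; adjusted p 1.03e-23). In the reference annotation Clk and cry each overlap another gene on the same strand. Of the 8 listed clock genes, 7 changed with time in virgins, and 7 did so adjusted over the list alone.

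The response to mating with a wildtype male was measured as the difference between wildtype-mated and virgin females. In the omnibus test 2585 of 9024 genes (28.6%) were called. The exon sums moved this most, to 335 of 3703 genes. Without 1 repeat the count was between 1166 and 1238. The number called at single time points was 24 at 0.5 h, 48 at 1 h, 134 at 2 h, 407 at 3 h, 32 at 4 h, 241 at 5 h, 95 at 6 h, 331 at 8 h, 570 at 12 h and 2638 at 24 h. At 3 h, 356 of the 407 genes were higher in mated females, and at 12 h 377 of 570 were. At 24 h 1319 genes were higher and 1319 lower, while 43.7% of the genes called with RLE size factors were higher.

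The count at 24 h depended on how the spread was estimated. A separate fit of the 6 libraries at 24 h called 98 genes, of which 97 were among the 2638. With a library score as a covariate, chosen after seeing the data, 969 genes were called with the narrow list and 899 with the wide list. Without repeat C 709 genes were called, without repeat A 1550 and without repeat B 2467. In all 3 of these fits 463 of the 2638 genes were called. Wildtype-mated females at 24 h had the largest median standard deviation over genes of the 30 groups, 0.158, against 0.0706 to 0.121 in the others. For the 5 h count, leaving out a repeat gave between 11 and 118 genes, and for the 6 h count between 0 and 56.

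**Figure D1:**
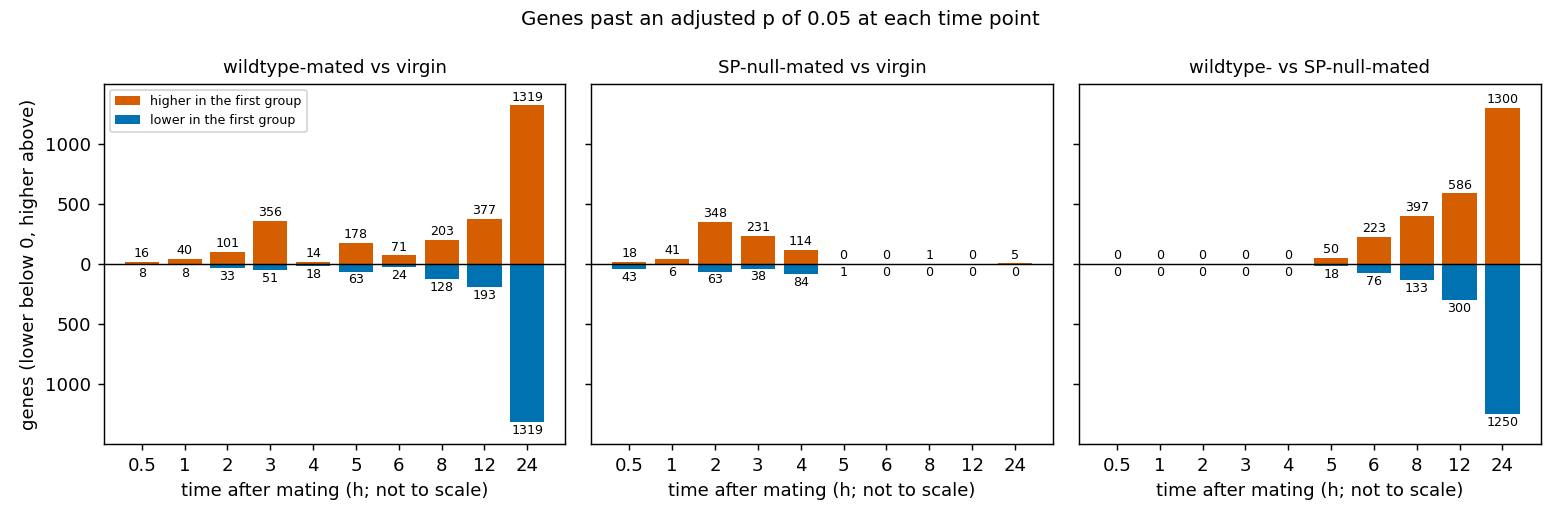
Number of genes with an adjusted p under 0.05 at each time point after mating (x axis, h, not to scale), drawn upward for genes higher in the first group and downward for genes lower in it, for the 3 pairs of treatments. Calls between the mated groups start at 5 h with 68 genes, and calls of SP-null-mated against virgin females fall from 198 at 4 h to 1 at 5 h; the bars at 24 h fell to 98 and 119 genes for the comparisons with wildtype-mated females when the libraries of that time point were fitted alone.

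Among the genes named by rule, CG43085 (FBgn0262531) was higher in wildtype-mated females at 24 h by 3.24 ± 0.48 (log2, SE; adjusted p 1.37e-06), which was 1.97 without repeat C, and it was not called in the separate fit of that time point. CG3348 (FBgn0040609) was higher at 8 h by 3.15 ± 0.49 (log2, SE; adjusted p 1.23e-05), with 5.94 ± 0.818 log2 CPM in mated and 2.91 ± 0.511 in virgin females (SD, n = 3 each). The antisense transcript asRNA:CR45046 (FBgn0266406) was higher at 12 h by 2.96 ± 0.37 (log2, SE; adjusted p 2.59e-08). It overlaps fit and CG34148 on its own strand and 2 genes on the other, and the authors' use of strand in counting is not stated, so the source of these reads is uncertain. Lower genes were hll (FBgn0286723) at 12 h, by -5.53 ± 0.991 (log2, SE; adjusted p 7.17e-05), and CG1979 (FBgn0026563) at 24 h, by -3.55 ± 0.431 (log2, SE; adjusted p 2.02e-08). The hll gene overlaps CG18095 on the other strand, and CG3348 overlaps Hmu on the other strand. The value of Amy-p (FBgn0000079), lower at 4 h by -3.83 ± 0.697 (log2, SE; adjusted p 0.00277), rested on repeat A of the virgins, which had 2376 counts against 93 in repeat B and 111 in repeat C. Without repeat A it was -0.79 and not called, and without repeat B it was -4.25 and not called. Reads of Amy-p may be shared with its near-identical copy. Each of the other 5 genes stayed called when any 1 repeat was left out.

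Females mated to males lacking Sex Peptide were compared with virgins to measure the response to mating without it. The omnibus test called 637 genes (7.06%), and between 193 and 350 without 1 repeat. Most calls came at early time points, with 61 at 0.5 h, 47 at 1 h, 411 at 2 h, 269 at 3 h and 198 at 4 h. Of the 411 genes at 2 h, 348 were higher in mated females. Later, edgeR called 1 gene at 5 h, 0 at 6 h, 1 at 8 h, 0 at 12 h and 5 at 24 h. At an unadjusted p under 0.05 there were 456 genes at 6 h and 339 at 12 h, where chance gives 451, and DESeq2 called 0 at both. At 5 h DESeq2 called 17 genes and the fit with the replicate block called 16. CG11741 (FBgn0040531) was higher at 2 h by 2.58 ± 0.389 (log2, SE; adjusted p 3.27e-06) and CG16898 (FBgn0034480) was lower at 2 h by -2.02 ± 0.33 (log2, SE; adjusted p 1.28e-05). Both stayed called whichever repeat was left out. The calls of the other genes named by rule depended on which libraries were fitted. TotA (FBgn0028396) was higher at 24 h by 2.56 ± 0.521 (log2, SE; adjusted p 0.0347) and TotC (FBgn0044812) by 2.31 ± 0.484 (log2, SE; adjusted p 0.0368), and both calls were lost whichever repeat was left out, with 1.24 and 1.35 without repeat A. DptA (FBgn0004240) was lower at 4 h by -4.65 ± 0.923 (log2, SE; adjusted p 0.00239) and DptB (FBgn0034407) by -3.82 ± 0.882 (log2, SE; adjusted p 0.00969), and without repeat B these were -0.43 and -0.63 and not called. The DptB call was also lost without repeat A or C. The Tot and Dpt genes are members of families whose reads the counting could divide.

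Wildtype-mated and SP-null-mated females were compared to isolate the effect of receiving Sex Peptide. The omnibus test called 1671 genes (18.5%), and between 677 and 769 without 1 repeat. From 0.5 h to 4 h edgeR called 0 genes at every time point. At an unadjusted p under 0.05 there were 166 genes at 0.5 h, 255 at 1 h, 608 at 2 h, 574 at 3 h and 218 at 4 h. DESeq2 called 0 at the first 4 of these and 4 at 4 h, and the replicate block called 8 at 2 h. From 5 h the calls were 68 at 5 h, 299 at 6 h, 530 at 8 h, 886 at 12 h and 2550 at 24 h, and 50, 223, 397, 586 and 1300 of them were higher in wildtype-mated females. The 24 h count was 119 in a separate fit of its 6 libraries, 1351 and 1320 with the library score of the narrow and wide list, and 716 without repeat C. The 5 h count was 0 without repeat A. Of the 24 h calls 51% were higher in wildtype-mated females, but with RLE size factors 44.8% were.

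Srg1 (FBgn0039239) was higher in wildtype-mated than SP-null-mated females at 12 h by 2.98 ± 0.414 (log2, SE; adjusted p 4.34e-07), and it overlaps CG7016 on the other strand. asRNA:CR45046 was higher at 12 h by 3.21 ± 0.377 (log2, SE; adjusted p 8.49e-09), with the uncertainty given above. Expression of hll was lower at 12 h by -5.60 ± 0.991 (log2, SE; adjusted p 5.96e-05), CG1979 at 24 h by -3.99 ± 0.426 (log2, SE; adjusted p 8.64e-10) and phu (FBgn0043791) at 12 h by -3.70 ± 0.652 (log2, SE; adjusted p 5.5e-05). These 5 genes stayed called whichever repeat was left out. Dro (FBgn0010388) was higher at 5 h by 3.64 ± 0.87 (log2, SE; adjusted p 0.0246). That call was lost whichever repeat was left out, with a value of 1.65 without repeat A.

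**Figure D2:**
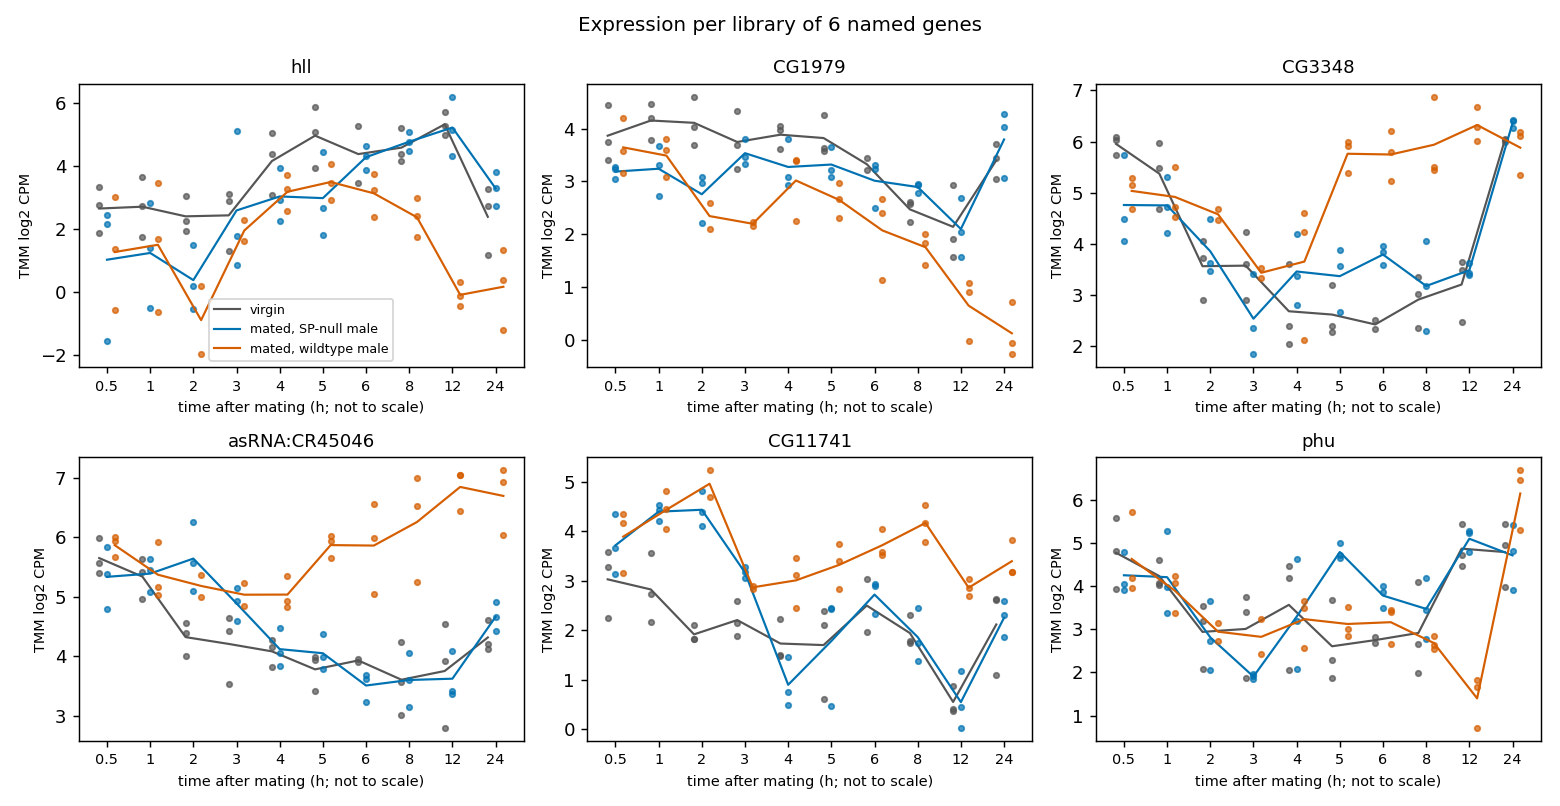
TMM log2 CPM (y axis) of 6 named genes at each time point after mating (x axis, h, not to scale); points are single libraries and lines join the means of virgin, SP-null-mated and wildtype-mated females. At 12 h hll lies at -0.08 in wildtype-mated females and at 5.31 in virgins, and at 24 h CG1979 lies at 0.13 against 3.40.

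The differences changed with time for 1285 genes between wildtype-mated and virgin females, 507 between SP-null-mated and virgin females and 1061 between the mated groups. Without 1 repeat these were 350 to 413, 159 to 281 and 298 to 354.

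The responses to both kinds of male were set beside each other. Across 9024 genes the log2 fold changes against virgins, averaged over time points, had a Pearson r of 0.692 and a Spearman rho of 0.701. Both comparisons use the same virgin libraries. In 20 simulations in which all 3 treatments were drawn from the same means, the median r was 0.525 (0.432 to 0.605) and the median rho 0.472 (0.456 to 0.496). The 2 changes had the same sign in 75.9% of genes, against a simulated 66.9% (65.9% to 67.9%). The omnibus tests called 571 genes in common. Independent lists of 2585 and 637 genes would share 182.5, and the shared virgins can raise that. The simulated overlap of 0 is no measure of it, since with no gene changed each simulated test called at most 1 gene. Genes are not independent replicates, so these are descriptions across genes. The simulations drew each gene independently, so they hold no deviation of a whole library that moves many genes together. Such a deviation of a shared virgin library enters both comparisons and can raise r. A value above the simulated range is therefore not by itself a sign of a shared response. At single time points r lay above the simulated range at 0.5 h (0.759 against 0.44 to 0.567), at 2 h (0.628 against 0.303 to 0.526) and at 4 h (0.744 against 0.417 to 0.565). It lay within that range at 1 h (0.632 against 0.381 to 0.634), at 3 h (0.537 against 0.321 to 0.587) and at 8 h (0.383 against 0.35 to 0.692). It lay below at 5 h (0.334 against 0.408 to 0.599), at 6 h (0.333 against 0.521 to 0.69), at 12 h (0.273 against 0.403 to 0.56) and at 24 h (0.209 against 0.406 to 0.578).

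The gene count minus the summed bins of the exon table gave the counts outside the listed bins for 4088 genes. They were tested as planned for intronic reads, but the exon table does not list every exon, so they are not intronic counts. The omnibus test called 1120 genes between wildtype-mated and virgin females, 214 between SP-null-mated and virgin females and 697 between the mated groups. The last count was 306 with the library sizes of the exon table.

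Among the 8 clock genes, 6 were called in the omnibus test of wildtype-mated against virgin females, 2 in that of SP-null-mated against virgin females and 1 between the mated groups, with 6, 2 and 1 adjusted over the list alone. Clk was higher in wildtype-mated females than in virgins at 8 h by 0.73 ± 0.105 (log2, SE; adjusted p 2.39e-06) and at 12 h by 0.83 ± 0.113 (log2, SE; adjusted p 1.91e-07), and higher than in SP-null-mated females at 8 h by 0.79 ± 0.106 (log2, SE; adjusted p 3.84e-07). In SP-null-mated females Clk was higher than in virgins at 1 h by 0.59 ± 0.0981 (log2, SE; adjusted p 0.000135) and at 2 h by 0.36 ± 0.0982 (log2, SE; adjusted p 0.0179). Mean Clk of wildtype-mated females was above virgins at these times too. At 1 h it was 5.82 ± 0.123 against 5.385 ± 0.107 log2 CPM (SD, n = 3 each). At 2 h it was 5.87 ± 0.0531 (SD, n = 2) against 5.43 ± 0.111 (SD, n = 3). The differences between treatments in per were not called at any single time point.

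**Figure D3:**
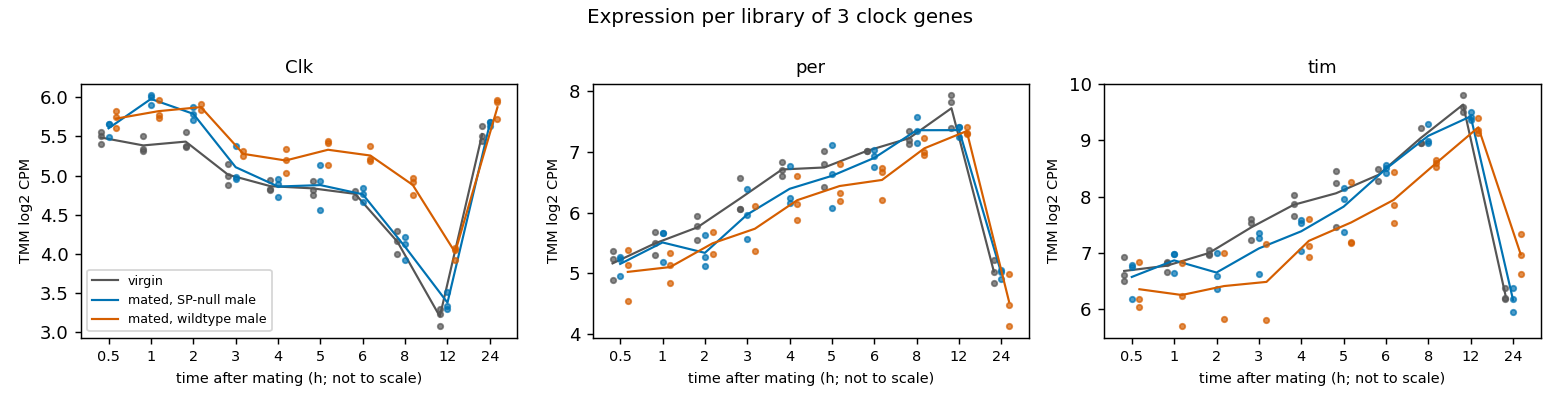
TMM log2 CPM (y axis) of Clk, per and tim at each time point after mating (x axis, h, not to scale); points are single libraries and lines join the means of the 3 treatments. At 12 h Clk lies at 4.02 in wildtype-mated females, 3.38 in SP-null-mated females and 3.20 in virgins.

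Of the 14 antimicrobial peptide genes, 7, 3 and 4 were called in the omnibus tests of wildtype-mated against virgin, SP-null-mated against virgin and wildtype-mated against SP-null-mated females. Adjusted over the list alone these were 9, 5 and 6. All 18 calls of these genes at single time points, adjusted over all genes, were lost when some 1 repeat was left out. Adjusted over the list alone, 6 genes were called at 0.5 h in each comparison with virgins, in place of 0. Those calls are not among the 18. Both comparisons share the virgin libraries. Repeat B of virgins at 0.5 h had a mean of 4.03 log2 CPM over the listed genes, against a median of 2.24 over all libraries. A single virgin library may therefore lie behind both sets of calls. Of the 3 yolk protein genes, 1 was called in the omnibus test against virgins and 1 between the mated groups, and adjusted over the list alone the counts were also 1 and 1. Yp2 was higher in wildtype-mated than virgin females at 24 h by 1.13 ± 0.253 (log2, SE; adjusted p 0.000689), but was not called in the separate fit of that time point. SPR was called in no omnibus test over all genes. Adjusted over the list alone, which held 1 gene, it was called between wildtype-mated and virgin females. At 24 h it was lower in wildtype-mated females than in virgins by -0.20 ± 0.0762 (log2, SE; adjusted p 0.0422), and that call was lost whichever repeat was left out.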

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

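The tests of technical explanations in this part were chosen after the results were seen, as were the thresholds that decide them.

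The size of the treatment differences changed with time after mating for 1285 genes between wildtype-mated and virgin females, 507 between SP-null-mated and virgin females and 1061 between the mated groups (edgeR's quasi-likelihood test, adjusted p under 0.05). Exchanging the treatments within repeats gave fewer genes in each of the other 29 draws, so the real labels were 1 of 30 for each pair. At that resolution this excludes labels that carry no treatment difference at all. The exchanges also break up a difference that is constant over time, so they do not test the change with time itself. The largest counts among the other draws were 780, 326 and 603. The 24 h libraries were weighed as the source for the pairs with wildtype-mated females, because that group was the most variable at 24 h. With the 24 h contrast left out, 640 genes were still called against virgins and 463 between the mated groups, and with it left out of the other draws too their largest counts were 830 and 410. For the mated groups the real labels lie above every draw, and for wildtype-mated against virgin females 640 lies below the largest draw. Exchanged labels can turn a constant difference into calls, so neither comparison decides whether the 24 h libraries are the whole source. The 24 h libraries and a change of the response at other times cannot be told apart by these draws. A change of the mating response with time is the biological explanation that the design names, and it stays open.

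Dro was called in opposite directions between wildtype-mated and SP-null-mated females, higher at 5 h by 3.64 and lower at 24 h by -3.54 on the log2 scale, with an adjusted p of 0.00165 for a change with time. Single libraries may be the source. Repeat A of wildtype-mated females at 5 h had 9.25 log2 CPM against 4.87 and 6.49 in repeats B and C, and repeat A of SP-null-mated females at 24 h had 8.94 against 4.53 and 3.72. Without repeat A the differences were 1.65 and -0.29, and the smaller of these left 8.19% of the difference. The adjusted p for a change with time was then 0.391.

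The gene phu was also called in opposite directions between the mated groups, lower at 12 h by -3.70 and higher in wildtype-mated females at 24 h by 1.44 on the log2 scale, with an adjusted p of 0.000625 for a change with time. The 3 wildtype-mated libraries at 12 h lay at 0.718, 1.66 and 1.82 log2 CPM and the 3 SP-null-mated ones between 4.80 and 5.27. Leaving out any 1 repeat left at least 69.98% of each difference, which argues against single libraries as the source. The adjusted p for a change with time was 0.142 without repeat A, 0.0215 without B and 0.027 without C. At 24 h the wildtype-mated libraries lay at 6.46, 5.29 and 6.68 log2 CPM in repeats A, B and C and the SP-null-mated ones at 3.92, 4.81 and 5.41, so the groups overlapped there. The spread of phu at 24 h was alike in the treatments, with a SD of 0.745 in wildtype-mated females, 0.754 in SP-null-mated females and 0.749 in virgins. An effect of Sex Peptide that changes with time stays open.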

How the results depend on the processing

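The library score fits, bin usage and the use of the gene table in place of the exon sums were chosen after seeing the data. A count is taken as kept when it stayed within 1.5 times its value in the report. The cause of the changes below was not tested, except that the exon sums test fewer genes and that leaving out a repeat leaves fewer libraries.

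The omnibus and interaction counts and time in virgins were kept under RLE size factors, DESeq2, no low-count filter and both library scores. The replicate block, which pairs libraries of a repeat, also kept them, with 3049 genes for wildtype-mated against virgin females, 805 for SP-null-mated against virgin females and 2100 between the mated groups. At single time points the block called for wildtype-mated against virgin females 39 in place of 24 at 0.5 h and 94 in place of 32 at 4 h. It called for SP-null-mated against virgin females 317 in place of 198 at 4 h and 16 in place of 1 at 5 h. It called for wildtype-mated against SP-null-mated females 8 in place of 0 at 2 h and 117 in place of 68 at 5 h. For bin usage between the mated groups the block gave 28 genes in place of 15. It moved no other count by over 1.5 times and changed the call of no gene named by rule.

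With the exon sums over 3703 genes the counts fell from 2585 to 335 for the omnibus test of wildtype-mated against virgin females, 637 to 45 for the omnibus test of SP-null-mated against virgin females, 1671 to 185 for the omnibus test of wildtype-mated against SP-null-mated females, 1285 to 100 for the interaction of wildtype-mated against virgin females, 507 to 25 for the interaction of SP-null-mated against virgin females, 1061 to 74 for the interaction of wildtype-mated against SP-null-mated females and 2617 to 393 for time in virgins. Among genes also tested with the exon sums, 278 of 1024 omnibus calls of wildtype-mated against virgin females stayed called. For SP-null-mated against virgin females 39 of 216 did, and between the mated groups 154 of 667 did. Testing fewer genes is therefore not the whole cause of the fall. Spearman's rho of the shared response was 0.644 and 38 genes were called in both omnibus tests. At single time points the exon sums gave for wildtype-mated against virgin females 12 in place of 48 at 1 h, 28 in place of 134 at 2 h, 7 in place of 407 at 3 h, 4 in place of 32 at 4 h, 8 in place of 241 at 5 h, 26 in place of 95 at 6 h, 36 in place of 331 at 8 h, 107 in place of 570 at 12 h and 311 in place of 2638 at 24 h. They gave for SP-null-mated against virgin females 5 in place of 61 at 0.5 h, 11 in place of 47 at 1 h, 39 in place of 411 at 2 h, 3 in place of 269 at 3 h, 16 in place of 198 at 4 h, 0 in place of 1 at 5 h and 0 in place of 5 at 24 h. They gave for wildtype-mated against SP-null-mated females 6 in place of 68 at 5 h, 73 in place of 299 at 6 h, 42 in place of 530 at 8 h, 138 in place of 886 at 12 h and 227 in place of 2550 at 24 h.

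Fitting the libraries of each time point alone called for wildtype-mated against virgin females 5 in place of 24 at 0.5 h, 70 in place of 134 at 2 h, 161 in place of 407 at 3 h, 103 in place of 32 at 4 h, 9 in place of 95 at 6 h, 124 in place of 331 at 8 h and 98 in place of 2638 at 24 h. The separate fits called for SP-null-mated against virgin females 8 in place of 61 at 0.5 h, 21 in place of 47 at 1 h, 216 in place of 411 at 2 h, 71 in place of 269 at 3 h, 71 in place of 198 at 4 h, 19 in place of 1 at 5 h, 4 in place of 0 at 6 h, 0 in place of 1 at 8 h and 0 in place of 5 at 24 h. The separate fits called for wildtype-mated against SP-null-mated females 15 in place of 0 at 3 h, 71 in place of 299 at 6 h, 325 in place of 530 at 8 h and 119 in place of 2550 at 24 h.

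Adjusting over all 30 contrasts together gave for wildtype-mated against virgin females 69 in place of 24 at 0.5 h, 77 in place of 48 at 1 h, 111 in place of 32 at 4 h, 148 in place of 95 at 6 h and 1330 in place of 2638 at 24 h. This adjustment gave for SP-null-mated against virgin females 127 in place of 61 at 0.5 h, 75 in place of 47 at 1 h, 42 in place of 1 at 5 h, 23 in place of 0 at 6 h, 17 in place of 1 at 8 h, 3 in place of 0 at 12 h and 15 in place of 5 at 24 h. This adjustment gave for wildtype-mated against SP-null-mated females 6 in place of 0 at 0.5 h, 3 in place of 0 at 1 h, 32 in place of 0 at 2 h, 14 in place of 0 at 3 h, 7 in place of 0 at 4 h, 116 in place of 68 at 5 h, 548 in place of 886 at 12 h and 1307 in place of 2550 at 24 h.

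At single time points DESeq2 gave for wildtype-mated against virgin females 56 in place of 32 at 4 h. It gave for SP-null-mated against virgin females 17 in place of 1 at 5 h and 3 in place of 1 at 8 h. It gave for wildtype-mated against SP-null-mated females 4 in place of 0 at 4 h.

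The library score of the narrow list gave for wildtype-mated against virgin females 69 in place of 32 at 4 h and 969 in place of 2638 at 24 h. It gave for wildtype-mated against SP-null-mated females 1 in place of 0 at 4 h and 1351 in place of 2550 at 24 h.

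The library score of the wide list gave for wildtype-mated against virgin females 67 in place of 32 at 4 h and 899 in place of 2638 at 24 h. It gave for wildtype-mated against SP-null-mated females 1 in place of 0 at 4 h and 1320 in place of 2550 at 24 h.

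RLE size factors gave for SP-null-mated against virgin females 2 in place of 1 at 5 h.

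For counts outside the listed bins, the library sizes of the exon table gave 306 genes between the mated groups in place of 697.

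Without 1 repeat the counts for wildtype-mated against virgin females were 2 to 10 at 0.5 h, 14 to 20 at 1 h, 19 to 108 at 2 h, 114 to 291 at 3 h, 1 to 7 at 4 h, 11 to 118 at 5 h, 0 to 56 at 6 h, 66 to 205 at 8 h, 204 to 347 at 12 h and 709 to 2467 at 24 h. Without 1 repeat the counts for SP-null-mated against virgin females were 1 to 9 at 0.5 h, 11 to 26 at 1 h, 161 to 352 at 2 h, 116 to 239 at 3 h, 25 to 50 at 4 h, 0 at 5 h, 0 at 8 h and 0 to 1 at 24 h. Without 1 repeat the counts for wildtype-mated against SP-null-mated females were 0 to 1 at 2 h, 0 to 15 at 5 h, 42 to 249 at 6 h, 175 to 243 at 8 h, 186 to 534 at 12 h and 716 to 2306 at 24 h.

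Without 1 repeat the range was 1166 to 1238 for the omnibus test of wildtype-mated against virgin females, 350 to 413 for the interaction of wildtype-mated against virgin females, 193 to 350 for the omnibus test of SP-null-mated against virgin females, 159 to 281 for the interaction of SP-null-mated against virgin females, 677 to 769 for the omnibus test of wildtype-mated against SP-null-mated females, 298 to 354 for the interaction of wildtype-mated against SP-null-mated females and 1033 to 1715 for time in virgins. It was 0.6382 to 0.7176 for shared response Pearson r, 0.6484 to 0.7347 for shared response Spearman rho, 179 to 313 for shared response genes called by both, 427 to 554 for the counts outside the listed bins wildtype-mated against virgin females, 32 to 715 for bin usage wildtype-mated against virgin females, 48 to 100 for the counts outside the listed bins SP-null-mated against virgin females, 8 to 363 for bin usage SP-null-mated against virgin females, 227 to 335 for the counts outside the listed bins wildtype-mated against SP-null-mated females and 7 to 12 for bin usage wildtype-mated against SP-null-mated females. Leaving out a repeat leaves 1 library in some groups that had 2, which is then assumed to vary like the others.

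Differences of antimicrobial peptide genes changed sign without 1 repeat: AttB wildtype-mated against SP-null-mated females at 8 h was -0.6723 without repeat C (range -0.6723 to 3.693), Drs wildtype-mated against virgin females at 4 h was 0.05919 without repeat A (range -4.671 to 0.05919), AttC SP-null-mated against virgin females at 4 h was 0.02969 without repeat B (range -4.483 to 0.02969), AttB wildtype-mated against virgin females at 8 h was -0.7669 without repeat C (range -0.7669 to 3.283), CecA1 wildtype-mated against virgin females at 5 h was -0.92 without repeat B (range -0.92 to 5.367) and Drs SP-null-mated against virgin females at 4 h was 1.482 without repeat A (range -4.145 to 1.482).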

Other observations

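All the tests in this part were written down after the results they bear on had been seen. Other views were looked at and not kept: bin usage at 12 h and at 24 h, before the average over time points was settled on, and a thinning of repeat A of wildtype-mated females at 24 h to ordinary depth, which cannot move an expected log2 CPM.

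Other groupings of the libraries were tried for the omnibus and interaction tests, time in virgins, bin usage and the 24 single contrasts of 3 against 3 libraries, and not for the 6 contrasts of 3 against 2. Exchanging treatments within repeats gave smaller omnibus counts than the real labels in all 29 other draws, so the real labels were 1 of 30 for each of the 3 pairs, with largest other counts of 789, 418 and 617. The counts outside the listed bins were also 1 of 30 for each pair, with largest other counts of 432, 100 and 248. Exchanging time points within repeats gave at most 966 genes for time in virgins, and the real order was again 1 of 30. Chance can be excluded for these counts. A single time point with 3 libraries against 3 has 10 splits and cannot reach a share under 0.05. For 19 of 24 such contrasts the real split gave the most genes, 1 of 10. For SP-null-mated against virgin females at 8 h, 6 of 10 splits gave as many. For the 4 contrasts with 0 calls all 10 did. For none of the 24 can chance be excluded in this way.

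Wildtype-mated libraries at 24 h differed among themselves, and the large count of calls there rests partly on how this is handled. The median over a list of abundant genes was low in repeats A and C and near 0 in B. Some genes of the list departed from this. Every RpL or RpS gene of the wide list was lower than in virgins in repeat B too. These differences ran from -0.145 in RpL18 to -0.468 in RpS2, with -0.41 in RpL8 and -0.33 in RpL4. The RpL and RpS genes were thus lower in all 3 repeats, by less in B than in A or C. CG4757 was higher in repeat C by 1.38. Over the narrow list of 48 genes the median difference from virgins was -0.80 in repeat A, -0.05 in B and -1.22 in C. Over the wide list of 88 genes it was -0.69, -0.05 and -1.12. The list was defined from repeat C of SP-null-mated females at 4 h, but that library was picked because the same genes were low in it, and the threshold of -0.6 was set with the values in view after -0.5 had been tried. The lists therefore cannot decide whether a state of single libraries, not tied to mating, is at work. Depth of repeat A, the deepest library, is argued against because repeat C, of ordinary depth, was lower by -0.348 in the list mean. Gene length is argued against as the whole source. The shortest of 5 length classes of abundant genes, with a median exonic length near that of the list, differed from virgins by -0.145 in repeat C. GC content was not tested. A response that had reached different stages in the 3 repeats stays open, and it and a library state cannot be told apart here. With the library score as a covariate 969 genes (narrow list) or 899 (wide list) were called between wildtype-mated and virgin females at 24 h, in place of 2638. Part of that drop is built in, since the score is low in repeats A and C of the same group. CG1979 was called in both fits.

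Wildtype-mated females scored lower on a time-of-day score taken from the other treatments. The score was built from the 500 genes that changed most between the first time points and 12 h in the treatment outside each pair, so against virgins it came from SP-null-mated females. At 12 h the score was 13.5 ± 0.368 (SD, n = 3) in wildtype-mated females and 22.9 ± 0.926 (SD, n = 3) in virgins. On the score taken from wildtype-mated females themselves the order was the other way, with 22.7 ± 0.137 in wildtype-mated females, 15.7 ± 0.918 in virgins and 13.6 ± 0.746 in SP-null-mated females (SD, n = 3 each). A treatment is favoured on its own score by the choice of genes. On the score from SP-null-mated females those females themselves reached 24.0 ± 1.2 (SD, n = 3). On the score from virgins the values were 24.3 in virgins, 21.9 in SP-null-mated females and 13.6 in wildtype-mated females. Whether the overall change through the day was smaller or made up of other genes is not decided by these scores. On the score from SP-null-mated females, the difference of wildtype-mated from virgin females from 5 to 12 h was -5.58 on average (permutation p within time points 4e-05, two-sided, adjusted over 3 pairs 0.00012), and it was -5.06 to -6.30 without 1 repeat. It was already -2.91 on average at 0.5 to 4 h (permutation p 6e-05). This score takes the first time points of SP-null-mated females as its start, so an early response shared by both mated groups is built into it. The early difference is therefore not by itself a shift in time of day. Against SP-null-mated females the difference was -5.51 (permutation p 1e-04) at 5 to 12 h and -1.24 (permutation p 0.0309) at 0.5 to 4 h, and between SP-null-mated and virgin females it was -0.653 (permutation p 0.179) at 5 to 12 h. One shift of all genes is argued against, because genes that fall through the day were higher in wildtype-mated females by a median of 0.292 while genes that rise were lower by -0.109. Depth is argued against, because its relation to the score within groups predicts a shift of 0.0155. Earlier collection of these heads is argued against as the whole source. Although their score at 12 h differed by only 0.227 from that of virgins at 8 h, at least 164 of the 500 genes were called between them and each mixture of the virgin means at 8 h and 12 h that was tried, where 0 were called between SP-null-mated females and virgins at 12 h. Expression of cry at 12 h was 6.39 ± 0.0275 log2 CPM in wildtype-mated females, against 6.32 ± 0.0866 in virgins at 12 h and 7.05 ± 0.0273 at 8 h (SD, n = 3 each). Mean cwo, at 6.98, also lay nearer virgins at 12 h (6.95) than at 8 h (6.76). Clk lay nearer virgins at 8 h, at 4.02 against 4.15 at 8 h and 3.20 at 12 h. So did per (7.345, against 7.23 and 7.72) and tim (9.23, against 9.04 and 9.63). The same held for vri (8.44, against 8.28 and 8.69) and Pdp1 (9.49, against 9.50 and 9.69). Clk, per, tim, vri and Pdp1 thus go with earlier collection, and cry and cwo do not. The collection time of each library was not used here, so earlier collection as part of the shift stays open. The signed mean of 7 listed clock genes was lower by -0.28 at 5 to 12 h (permutation p 3e-04), by -0.22 without Clk (permutation p 0.00207) and by -0.29 over the 6 genes left without cwo (permutation p 0.00145), whose daytime change differed in sign between virgins and SP-null-mated females. At 12 h only Clk was called among these genes. A later phase or smaller swing of part of the clock may be at work, but because cry hardly moved at 12 h, the clock genes do not decide this.

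The 348 genes that were higher at 2 h in SP-null-mated females than in virgins were higher in wildtype-mated than in SP-null-mated females at 5 to 12 h. Their median difference was 0.307 on the log2 scale, 96.3% of them were higher, and the permutation p within time points was 3e-05. The mean difference was 0.321 to 0.354 without 1 repeat. A shift shared by genes of the same abundance is argued against, since 100% of 10000 matched random lists had a lower median. The time-of-day shift alone is argued against, since the 223 genes of the list that did not fall through the day in virgins differed by 0.327. Over the 348 genes wildtype-mated females differed from virgins by medians of 0.257, 0.168, 0.280 and 0.257 at 5, 6, 8 and 12 h. For SP-null-mated females these were 0.0268, -0.113, -0.0859 and -0.0439. Part of the difference between the mated groups from 6 h thus came from SP-null-mated values below virgins. At 2 h the 348 genes were lower in wildtype-mated than in SP-null-mated females, by a median of -0.218. The genes were picked for being high in those SP-null-mated libraries, so the choice alone can give this difference. Between the mated groups the median was 0.0778 at 3 h and 0.004 at 4 h. One hypothesis is that Sex Peptide prolongs an early response to mating that ends by 5 h without it. It may be tested by following the 348 genes in other samples.

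Antimicrobial peptide genes appear to have been called because of single libraries with high counts. Of 18 called pairs of gene and time point, 17 (94.4%) shrank below 50% of their log2 fold change when 1 repeat was left out, against 7.84% of 9828 other called pairs. An infection or wound in a few flies of a pool is a candidate explanation that was not tested.

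Exon-bin usage, averaged over time points, differed for 308 of 2199 genes between wildtype-mated and virgin females, 59 between SP-null-mated and virgin females and 15 between the mated groups. On simulated counts of the first of these pairs 9.59% of calls were unchanged genes. The real labels were 1 of 21 draws for the first 2 pairs, and for the third 7 of 21 draws gave as many genes, so chance cannot be excluded there. The counts without 1 repeat ran from 32 to 715, 8 to 363 and 7 to 12. Bin 9 of Rtnl1 was used more in wildtype-mated females than in virgins by 0.67 on the log2 scale, and bin 9 of the gene for by 0.37, and both genes stayed called whichever repeat was left out. The same bins were used more in wildtype-mated than in SP-null-mated females, by 0.48 in Rtnl1 and 0.20 in the gene for, and both genes were again called whichever repeat was left out. The position of these bins is not given, since the annotation behind the bin numbers is not stated.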
